A study of Homo sapiens with 79 samples. Its data were reported in "Expression Profiling of Human Basophils: Modulation by Cytokines and Secretagogues" (2015).

How the data were processed

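Transcript levels were measured in human basophils, the rare blood granulocytes that release histamine and IL-4, on Illumina human HT-12 v4 BeadChips. Per the labels, 63 libraries came from in vitro experiments on basophils purified from leukapheresis packs and 16 from basophils of donors bled by venipuncture, 79 in all. The authors labelled the RNA, hybridised each sample to its own array and read it out in GenomeStudio, whose version is not given. The deposited values are the average bead intensity of each probe on a linear scale, neither background-subtracted nor normalized between arrays, and the table holds no detection p values. Of 47323 probes, 93 had no value on some arrays and were left out. Array number and signal over background limit the precision; the median intensity per array ranged from 106.6 to 182.7 and the highest from 21859.76 to 56820.07.

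Work was done in R 4.3.3 with limma 3.58.1, and figures were drawn in Python 3.11.15 with matplotlib 3.10.9. Background was corrected by the normexp model with an offset of 50, arrays were quantile-normalized and values put on the log2 scale, separately for the in vitro and the donor arrays. The 53 arrays of the in vitro fit set the target distribution and the 10 other in vitro arrays were mapped to it. Since the donors are people, 145 probes of sex-linked genes were removed before this step. A probe counted as above background on an array when its log2 intensity lay 3 SDs above the mode of the array's background. Probes above background on at least 2 arrays of the fit were kept. Symbols were brought up to date with the reference gene table, and each gene was represented by its probe with the highest mean log2 intensity over all arrays. Of 29967 probes with a symbol, covering 19949 genes, this left 12299 genes tested in vitro and 10929 in the donors. Genes above background numbered 6869 to 10715 per array, with a median of 8972.

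Groups and experiment numbers were taken from the labels, also for the dose of IL-2, for which the paper's text gives another value. The in vitro fit held the 53 arrays of groups with at least 2 libraries, from 12 experiments, and took the experiment as a block, because each experiment was run on its own preparation of cells. Its residual degrees of freedom were 28. As a check of the pairing, the deviations of day 0 and IL-3 10 ng/ml libraries from their group means correlated by a mean of 0.294 within an experiment and -0.0539 between experiments, and by 0.519 and -0.0968 without experiments 14 and 16. The other 10 in vitro libraries are in groups of 1 and are described without a test. The 16 donor libraries were fitted without a block, with 12 residual degrees of freedom. Each comparison was tested with limma, using lmFit and eBayes with a trend and robust settings, so that all groups share an estimate of the spread. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold. The fit was tested on 5 simulated data sets with 200 genes changed between IL-3 at 10 ng/ml and day 0. At adjusted p under 0.05, without the 2-fold minimum, it recovered 91.6% of genes changed by 1 on the log2 scale. It recovered 98.8% of those changed by 1.5, and 5.43% of its calls were false. Genes changed by 1 had a mean estimate of 0.9975, at the 2-fold limit, so these shares do not hold for calls with that minimum. Comparisons with fewer libraries were not simulated. Where a gene was below background in every library of a group, the fold is given as a lower bound against the background limit, from the measured means of the experiments that hold both groups. It is left out where it exceeds the fitted fold change, which draws on all experiments, or where no experiment holds both groups.

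Gene lists, 37 in number, were fixed together with the comparisons, settings and the rule for naming genes before the data were examined. They covered basophil identity, granule proteins, IgE receptor signalling, cytokine receptors, STAT5 targets and cytokine feedback, chemokines, chemoattractant receptors and adhesion molecules, NF-kB targets, immediate early genes, pro-survival and pro-apoptotic genes, lipid mediators, calcium and potassium channels, type I interferon response, heat shock, unfolded protein response, cholesterol synthesis, glycolysis, lysosome, ribosome biogenesis, proliferation, and inhibitory and Fc receptors. Further lists held markers of B cells, T and NK cells, monocytes, neutrophils, eosinophils, platelets, erythroid cells and plasmacytoid dendritic cells. The rest were sets the study itself chose on libraries such as these: genes it used to score IL-3 exposure, raised or lowered, genes set apart at high IL-3, a set for IL-33 and sets for anti-IgE at 2 h and 15 h. Of 572 list symbols 535 were on the array. Lists were tested with limma's camera at its preset correlation of 0.01, with adjustment over the lists, and again with an estimated correlation. List members were also adjusted over the list alone. Lists in comparisons of single libraries were placed among 10000 random lists matched on mean expression.

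For each comparison with calls, the genes named are the 10 largest rises and the 10 largest falls among called genes that moved the same way in every experiment holding both groups, up to 4 called members of each list with the largest change, and a fixed panel of 34 genes, of which 30 were measured. With fewer than 5 calls every called gene is named. The IL-3 score of a library is the mean log2 level of the 15 measured genes the study found raised by IL-3 minus that of the 7 it found lowered, tested by exact two-sided sign flips over experiments. The study compared whole-array responses by the SD of log-transformed ratios of positive spots, with the most extreme removed. Here the SD of log2 ratios was taken over all tested genes, so the sizes are not comparable.

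Alternatives were median scaling, no background correction, no filter on dim probes, a substitute for the study's detection limit (the normal quantile of its detection p above the background mode, since no detection p values are in the table), no block, array weights, no 2-fold minimum, fitting only the samples compared, leaving out each experiment or donor, and other probes of the gene. A further fit without experiments 14 and 16, with 45 arrays, was chosen after seeing the data, because their libraries depart from their labels.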

Results

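The study asked how far the transcriptome of blood basophils shifts with the cytokines and stimuli these cells meet, with IL-3, their chief growth factor, at the centre. Cells of each leukapheresis preparation were taken at day 0 (n = 11 libraries) or after about 1 day in culture. The cultures held no IL-3 (n = 2) or IL-3 at 10 (n = 7), 2 (n = 5), 0.2 (n = 4) or 0.06 ng/ml (n = 2). Others held IL-5 at 10 ng/ml (n = 5), nerve growth factor (NGF) at 10 ng/ml (n = 2) or the alarmin IL-33 at 20 ng/ml (n = 4). Libraries labelled 15 h followed stimulation through the IgE receptor with anti-IgE at 0.5 µg/ml (n = 2) or with the bacterial peptide FMLP at 100 nM (n = 2). Day 2 cultures held IL-3 alone (n = 3), or IL-3 followed by IL-33 at 20 ng/ml (n = 2) or IL-2 at 20 ng/ml (n = 2). A further 10 conditions had 1 library each. Venipuncture donors formed 4 groups: atopic (n = 6), non-atopic (n = 6), releaser (n = 2) and non-releaser (n = 2), the last pair defined by histamine release to anti-IgE. Arrays were not counted reads, so their number and their signal over background set the precision, and 6869 to 10715 genes per array were above background.

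Of 11 libraries of experiments 14 and 16 that could be placed, 8 lay closer to another of 3 classes of label than to their own, against 2 of 46 libraries of the other experiments (Fisher's exact test, p = 4.01e-06). These 2 experiments were picked because their libraries depart from their labels, and the classes were built without them. Libraries of the same experiment are also not independent, so this p describes the departure and is not separate evidence of it. No library was moved to another group. Values below are from all experiments, and the value without experiments 14 and 16, a fit chosen after seeing the data, stands beside numbers of genes called or shared that it moves by over 1.5 times and beside passing lists whose p with an estimated correlation it brings under or over 0.05.

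Culture for 1 day with IL-3 at 10 ng/ml remodelled the basophil transcriptome relative to day 0, a comparison that takes the effect of IL-3 together with that of culture. The cytotoxic protease gene GZMB rose by 6.51 ± 1.07 on the log2 scale (SE, 7 IL-3 and 11 day 0 libraries), and the IL-2 receptor beta chain gene IL2RB rose by 4.15 ± 0.66. TNFRSF1B, a TNF receptor, and AQP9, a water and glycerol channel, each rose by 4.28 ± 0.50, the cytokine gene IL1B by 4.07 ± 0.50 and PRG2, the granule major basic protein, by 4.05 ± 0.69. The chemokine receptor gene CXCR4 fell by 4.01 ± 0.76 and the IL-5 receptor alpha gene IL5RA fell by 2.77 ± 0.39. In all, 517 genes rose and 535 fell of 12299 tested. Without experiments 14 and 16, 818 rose and 771 fell, and 1044 of the 1052 calls were shared with the same direction. In that fit GZMB, below background at day 0, rose at least 182-fold and IL2RB at least 34.8-fold.

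Among genes that moved the same way in 7 of 7 experiments, the largest rise was in RASD1, a dexamethasone-induced Ras protein, at 3.91 ± 0.48 (adjusted p = 4.8e-07). The 7 include experiment 14, where the IL-3 score changed by -4.38, against 3.81 to 5.13 in the others. Genes that moved the other way in experiment 14 alone were thus left out. The genes named here need not be the most reproducible of the response to IL-3. The monocyte chemoattractant CCL2 rose by 2.89, the cell cycle inhibitor CDKN1A by 2.74, the costimulatory receptor TNFRSF4 by 2.72 and the adenosine receptor ADORA2A by 2.57. The transcription factor EGR3, below background at day 0, rose at least 4.13-fold. The phosphatase PLPP1 rose by 2.33, the hydroxycarboxylic acid receptor HCAR3 by 2.33, the osmotic stress factor NFAT5 by 2.28 and the matrix glycoprotein THBS1 by 2.21. The falls in all 7 experiments were led by TCP11L2 at -2.49 ± 0.25 and the caveolin CAV2 at -2.41. The histone gene H3-3B followed at -2.24, MS4A6A at -2.17, the oxysterol receptor GPR183 at -1.93 and the p53 target TP53INP1 at -1.89.

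The gene lists fixed beforehand were tested for IL-3 against day 0, and in the fit of all experiments those below passed at the preset correlation only. Of 25 measured cytokine receptors 11 rose and 2 fell, with a median of 0.92 (adjusted p = 0.000934, but adjusted p = 0.372 with an estimated correlation). They included IL4R at 3.42, the IL-2 receptor chains IL2RA at 2.77 ± 0.49 and IL2RG at 1.14 ± 0.15, the TSLP receptor chain CRLF2 at 1.80 and the IL-33 receptor IL1RL1 at 1.12. Of 14 chemokines 8 rose, with a median of 1.59 (adjusted p = 0.014, and 0.47 with an estimated correlation), CCL23 by 3.45. Of 25 NF-kB targets 9 rose (median 0.40, adjusted p = 0.00716, and 0.568 with an estimated correlation), among them TNF at 2.73 and IER3 at 2.75. The unfolded protein and amino acid stress genes had 5 of 18 risen and a median of 0.79 (adjusted p = 6.77e-05, and 0.425 with an estimated correlation), with the cystine transporter SLC7A11 at 2.01. The heat shock list had 5 of 16 risen and a median of 0.71 (adjusted p = 0.000592, and 0.47 with an estimated correlation), with HSPA8 at 2.04 and HSPA1B at 2.01. Ribosome biogenesis, with 0 of 16 genes called by limma, where 5942 of all genes had an unadjusted p under 0.05, had a median of 0.37 (adjusted p = 0.00301, and 0.47 with an estimated correlation). Proliferation genes had 3 of 21 risen (adjusted p = 0.00299, and 0.47 with an estimated correlation). Counts adjusted over the list alone were the same for these lists. Without experiments 14 and 16 the cytokine receptors kept an adjusted p of 0.0327 with an estimated correlation and the unfolded protein list one of 0.00799.

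Other functional lists did not pass the test with IL-3, although members of most were called. Of 20 immediate early genes 2 rose and 7 fell (adjusted p = 0.147): EGR1 rose by 1.97, while FOS, FOSB and DUSP1 fell, at -3.04, -2.98 and -2.88. Of 22 interferon response genes 6 fell (adjusted p = 0.147). The 18 STAT5 targets had 3 risen and 2 fallen (adjusted p = 0.151), with the feedback inhibitor CISH at 1.72. Basophil identity had 3 of 20 risen and 4 fallen (adjusted p = 0.613), granule proteins 3 of 15 risen and 2 fallen (adjusted p = 0.755), and IgE receptor signalling 1 of 24 risen (adjusted p = 0.958), the exchange factor SOS1 at 2.73. The IgE receptor chain FCER1A changed by -0.37 ± 0.12, the histidine decarboxylase HDC by -0.03 ± 0.07, the kinase SYK by 0.33 ± 0.21 and IL4 by -0.06 ± 0.37, none of which passed, while IL13 rose by 1.94 ± 0.37. Glycolysis had 2 of 19 risen and 3 fallen (adjusted p = 0.257), lysosome and autophagy 1 of 20 risen and 5 fallen (adjusted p = 0.244) and cholesterol synthesis 2 of 18 risen (adjusted p = 0.093). Calcium and potassium channels had 3 of 25 risen and 1 fallen (adjusted p = 0.619), inhibitory and Fc receptors 2 of 17 risen and 3 fallen (adjusted p = 0.923), with FCGR2A at 1.99 and FCGR2B at 1.97. Pro-survival genes had 2 of 11 risen and 1 fallen (adjusted p = 0.413), pro-apoptotic genes 2 of 18 risen and 2 fallen (adjusted p = 0.958), lipid mediator genes 1 of 15 risen and 1 fallen (adjusted p = 0.712), and chemoattractant receptors and adhesion molecules 3 of 25 risen and 4 fallen (adjusted p = 0.469).

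Markers of other blood cells were mostly flat with IL-3. The B cell (6 measured), T and NK cell (9), neutrophil (9), erythroid (4) and plasmacytoid dendritic cell (3) lists had 0 calls by limma and adjusted p values of 0.54, 0.745, 0.61, 0.652 and 0.147. Monocyte markers had 2 of 10 fallen (adjusted p = 0.168) and platelet markers 1 of 4 (adjusted p = 0.712). Eosinophil markers had 3 of 4 fallen, with a median of -2.56 (adjusted p = 0.00299, and 0.425 with an estimated correlation). They were RNASE2, the eosinophil-derived neurotoxin, at -3.08, IL5RA at -2.77 and the surface receptor ADGRE1 at -2.35, and basophils express RNASE2 and IL5RA as well. The study's own sets, chosen on such libraries and so not independent evidence, had 10 of 15 genes risen in the set raised by IL-3 (adjusted p = 0.00117, and 0.47 with an estimated correlation) and 6 of 7 fallen in the set lowered by it, or 7 adjusted over the list alone (adjusted p = 0.00143, and 0.47 with an estimated correlation). All 3 measured genes of the high IL-3 set rose (adjusted p = 0.00299, and 0.425 with an estimated correlation) and all 4 of its lowered set fell (adjusted p = 0.00299, and 0.47 with an estimated correlation). The anti-IgE 2 h set had 6 of 21 risen and 2 fallen (adjusted p = 0.446), the anti-IgE 15 h set 2 of 13 fallen (adjusted p = 0.00852, and 0.606 with an estimated correlation) and the IL-33 set 2 of 5 risen (adjusted p = 0.292). Adjusted p values with an estimated correlation in the fit without experiments 14 and 16 were 0.0117 for eosinophil markers, 0.000392 for the set lowered by IL-3, 0.0262 for the high IL-3 set and 0.0117 for its lowered set.

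Culture without IL-3 for 1 day was compared with day 0 to see what culture alone does, in 2 libraries from experiments 3 and 4. The feedback inhibitors SOCS2 and SOCS1 fell, with changes of -4.25 ± 0.56 and -2.84 ± 0.57, CISH fell at least 3.15-fold, and the survival kinase PIM1 fell by 3.46 ± 0.47. GNLY, the cytolytic granule protein granulysin, rose by 5.14 ± 0.92, and EVI2A by 3.49 ± 0.61. The adhesion receptor CEACAM1, below background in these cultures, fell at least 9.24-fold. In all, 366 genes rose and 374 fell. Further rises included the bone morphogenetic protein BMP6 at 3.03, MEGF9 at 2.99, ribokinase RBKS at 2.99, the histone H2BC5 at 2.95, and the formin FMNL2 and SH3TC1 at least 4.96-fold and 4.63-fold. Further falls included the vitamin B12 binding protein TCN1 at -4.17, the chemokine receptor CCR2 at -3.78, MS4A3 at -3.75, the uridine phosphorylase UPP1 at -3.64, the integrin ITGAM at -3.60 and the IL-25 receptor IL17RB at -3.53.

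STAT5 targets had 9 of 18 fallen without IL-3, 10 adjusted over the list alone, with a median of -1.57 (adjusted p = 7.03e-09, and 0.0939 with an estimated correlation, which is 0.0017 without experiments 14 and 16). Basophil identity had 6 of 20 fallen (median -0.78, adjusted p = 0.000115, and 0.0939 with an estimated correlation, which is 0.0166 without experiments 14 and 16). These included MS4A3, the activation marker ENPP3 at -3.12, the lineage factor GATA2 at -2.49 and CD9 at -2.14. Pro-survival genes had 3 of 11 fallen (median -0.67, adjusted p = 0.00108, and 0.0574 with an estimated correlation, which is 0.0238 in the fit without experiments 14 and 16), PIM1, the caspase inhibitor CFLAR at -1.89 and PIM2 at -1.86. IgE receptor signalling had 3 of 24 risen and 2 fallen (adjusted p = 0.931): the adaptor LAT fell by 2.85 ± 0.51 and the kinase BTK fell by 1.85, while the ubiquitin ligase CBLB rose by 1.65 and the phosphatase INPP5D by 1.32. Interferon response genes had 3 of 22 risen (median 0.60, adjusted p = 0.00392, and 0.58 with an estimated correlation), IFIT2 at 2.17, IFIT3 at 1.55 and OAS3 at 1.37. Glycolysis had 3 of 19 fallen, 4 adjusted over the list alone (adjusted p = 0.00417, and 0.294 with an estimated correlation, which is 0.0384 in the fit without experiments 14 and 16), led by the hexokinase HK3 at -3.44. Monocyte markers had 3 of 10 fallen (median -0.42, adjusted p = 0.0401, and 0.307 with an estimated correlation), while 0 of 9 T and NK cell markers were called by limma, with 3227 of all genes under an unadjusted p of 0.05. With 1 of the 2 experiments left out, and the lone library assumed to vary like the other groups, 226 genes were called without experiment 3 and 473 without experiment 4.

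Comparing IL-3 at 10 ng/ml with no IL-3 at day 1 sets culture with the cytokine against culture alone. CEACAM1 was at least 240-fold higher with IL-3 and GZMB at least 179-fold, while IL1B, IL1A and the growth factor HBEGF, below background without IL-3, were higher as well. The retinoic acid enzyme ALDH1A2 was higher by 7.22 and the heat shock gene HSPA6 by 5.76. GNLY was at least 38.2-fold lower and CXCR4 at least 14.2-fold, and the pantetheinase VNN2 differed by -4.92 and the G protein regulator RGS1 by -4.91. In all, 667 genes were higher and 673 lower, from 2 experiments holding both groups, and 621 genes were called without experiment 3 and 802 without experiment 4. STAT5 targets were higher in 11 of 18 (median 2.00, adjusted p = 5.36e-10, and 0.073 with an estimated correlation), with CISH at least 16.2-fold higher and SOCS2 at 4.11. Pro-survival genes were higher in 5 of 11 (median 0.66, adjusted p = 0.000265, and 0.0316 with an estimated correlation), PIM1 by 3.56, BCL2 by 2.73, CFLAR by 2.64 and BCL2L1 by 1.99. The unfolded protein list was higher in 12 of 18, or 13 adjusted over the list alone (median 1.22, adjusted p = 1.43e-07, and 0.114 with an estimated correlation). Interferon response genes were lower in 6 of 22, or 11 lower and 1 higher adjusted over the list alone (median -1.12, adjusted p = 0.00016, and 0.346 with an estimated correlation), HERC5 by a log2 change of -3.16 and IFIT2 by -3.09. LAT was higher by 3.14 and ENPP3 by 4.27. The STAT5 and unfolded protein lists each had an adjusted p of 0.000744 with an estimated correlation in the fit without experiments 14 and 16.

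Some changes occurred in culture whether or not IL-3 was present. Of the genes called at day 1 against day 0, 51 rose and 100 fell both with IL-3 at 10 ng/ml and without it, where 15.4 and 16.3 would be expected from the totals. Among those that rose in both were the phosphodiesterase PDE3B (2.00 with IL-3 and 2.04 without) and STAT4 (1.78 and 1.86). Among those that fell in both were CORO6 (-2.85 and -3.06) and TCP11L2 (-2.49 and -2.14). Another 27 genes moved in opposite directions, where 31.6 would be expected. They included IL2RA, CISH and CEACAM1, which rose with IL-3 and fell without, and VNN2, which did the reverse. Both comparisons use day 0 libraries. Data simulated with no change gave 0 shared calls, but such data give few calls, so this cannot show what the shared libraries add. With the day 0 libraries divided between the comparisons the counts were 201 and 39. In the fit without experiments 14 and 16, 344 genes moved the same way and 77 in opposite ways, and 301 and 71 with day 0 libraries divided. Leaving out experiment 3, 4 or 21 gave 19, 50 or 89 shared calls, and leaving out experiment 14 gave 343.

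**Figure D1:**
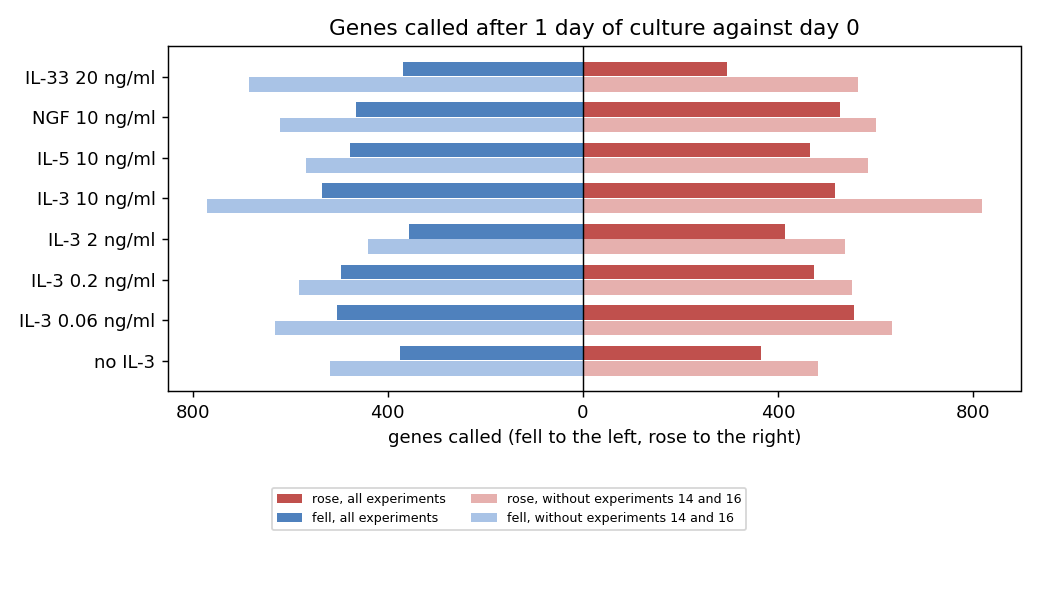
Numbers of genes called at least 2-fold higher (right) or lower (left) than day 0 for each day 1 culture, in all experiments and without experiments 14 and 16. IL-3 at 10 ng/ml had 517 genes higher and 535 lower in all experiments, and 818 and 771 without these.

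Lower doses of IL-3 left a different profile from 10 ng/ml. At 2 ng/ml 415 genes rose and 357 fell, at 0.2 ng/ml 473 and 495, and at 0.06 ng/ml 557 and 505. Of the 517 genes that rose at 10 ng/ml, 128 also rose at 2, 81 at 0.2 and 70 at 0.06 ng/ml, against 51 without IL-3. Of the 818 that rose in the fit without experiments 14 and 16, these numbers were 287, 176, 171 and 133. Of the 535 genes that fell at 10 ng/ml, 168, 148 and 127 also fell at these lower doses, against 100 without IL-3. Of the 771 that fell without experiments 14 and 16, the numbers were 283, 254, 245 and 211. The histone H2BC5 rose by 4.64 ± 0.46 at 2, 4.51 ± 0.50 at 0.2 and 4.62 at 0.06 ng/ml, and the vessel growth factor ANGPT2 by 3.75, 3.74 and 4.06. The immediate early gene FOSB fell at each, at -5.66 with 2 and 0.2 ng/ml and -5.56 with 0.06 ng/ml. GNLY rose by 3.75 at 0.2 and 3.49 at 0.06 ng/ml, while CEACAM1 changed by -3.69 at 0.2 ng/ml and fell at least 17.9-fold at 0.06 ng/ml. IL17RB rose by 2.99 and AQP9 by 2.80 at 2 ng/ml. GZMB, in the fit without experiments 14 and 16, rose at least 37.4-fold at 2 ng/ml, and was below background in all 4 libraries at 0.2 ng/ml.

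STAT5 targets had 10 of 18 fallen at 0.2 ng/ml (median -1.25, adjusted p = 5.07e-07, and 0.142 with an estimated correlation) and 10 of 18, or 11 adjusted over the list alone, at 0.06 ng/ml (median -1.65, adjusted p = 6.65e-09, and 0.0748 with an estimated correlation). At 2 ng/ml immediate early genes had 8 of 20 fallen (adjusted p = 2.44e-05, and 0.817 with an estimated correlation). At 0.06 ng/ml the falls of basophil identity (5 of 20, median -0.74), lipid mediator genes (3 of 15, or 4 adjusted over the list alone) and pro-survival genes (3 of 11) kept an adjusted p of 0.0499 with an estimated correlation, as did granule proteins, with 1 of 15 risen, 1 risen and 2 fallen adjusted over the list alone, and a median of -0.74. The 10 and 2 ng/ml cultures were also compared directly: 352 genes were higher and 524 lower at 10 ng/ml. IL1A was higher by 4.80 ± 0.70, the pleckstrin-related PHLDA1 by 4.35, TNFRSF1B by 4.08, IL2RB by 3.78 and the chemokine CCL3 by 3.76. VNN2 differed by -4.17 ± 0.51, CXCR4 by -3.24 and the sorting receptor SORL1 by -2.99. Heat shock genes were higher in 6 of 16 (median 0.94, adjusted p = 2.35e-07, and 0.313 with an estimated correlation), NF-kB targets in 9 of 25 and chemokines in 6 of 14, or 8 adjusted over the list alone, the latter lists each with an adjusted p of 0.313 with an estimated correlation. Adjusted p values with an estimated correlation in the fit without experiments 14 and 16 were 0.0109 and 0.0028 for STAT5 targets at 0.2 and 0.06 ng/ml and 0.0339 for heat shock genes at 10 against 2 ng/ml. With 2 libraries, the 0.06 ng/ml calls fell to 117 without experiment 18 and 209 without experiment 19, and the 10 against 2 ng/ml calls to 582 without experiment 16.

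**Figure D2:**
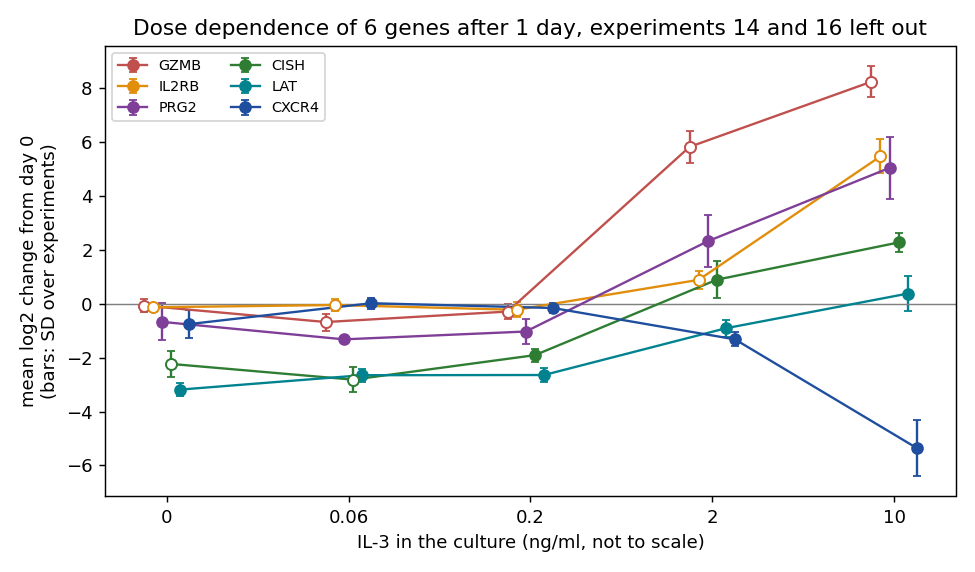
Mean log2 change from day 0 of 6 panel genes by IL-3 dose at day 1, without experiments 14 and 16 (bars, SD over experiments). PRG2 averaged 5.03 at 10 ng/ml, 2.31 at 2 ng/ml and -1.03 at 0.2 ng/ml. Open symbols mark a gene that was below background in every library of the culture or of day 0, where the size of the change is not known.

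The IL-3 score, built on genes the study chose on such libraries and so not independent evidence, placed each culture on a scale relative to its day 0 library. With IL-3 at 10 ng/ml the score rose by a mean of 3.20 ± 3.37 (SD, n = 7, above 0 in 6; exact p = 0.0625), and by 4.46 ± 0.46 in the 6 experiments other than 14 and 16 (exact p = 0.0313, the smallest possible). The experiment left out there was the only one below 0, so the smaller p follows from leaving it out. At 2 ng/ml the change was -0.09 ± 0.58 (n = 5, exact p = 0.75). It was -3.56 ± 0.25 at 0.2 ng/ml (n = 4, exact p = 0.125, the smallest possible), -4.34 at 0.06 ng/ml and -4.38 without IL-3 (n = 2 each, where exact p cannot go below 0.5). IL-5 gave -3.47 ± 0.25 (n = 5, exact p = 0.0625, the smallest possible), NGF -3.93 ± 0.10 (n = 2) and IL-33 -4.20 ± 1.03 (n = 4, exact p = 0.125, the smallest possible). Libraries labelled FMLP 15 h had -4.32 ± 1.98 and those labelled anti-IgE 15 h -3.60 ± 6.96 (n = 2 each). At day 2 the score change was 2.82 with IL-3 alone (n = 2 with a day 0 library).

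**Figure D3:**
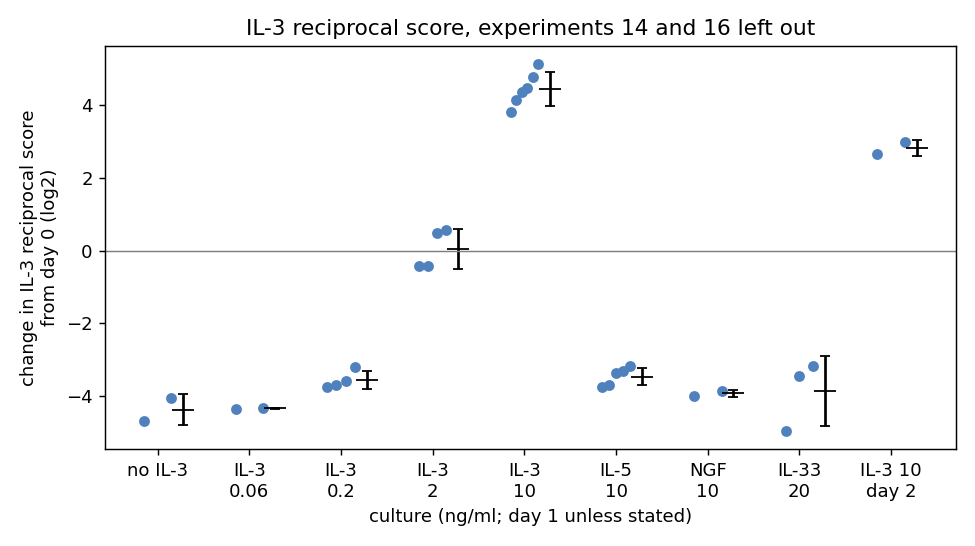
Change of the IL-3 score from day 0 (log2 units) by culture, without experiments 14 and 16; each point is an experiment, with mean and SD beside. Cultures with IL-3 at 10 ng/ml lay between 3.81 and 5.13, and those with 0.2 ng/ml, IL-5 and NGF between -4.00 and -3.18.

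IL-5, which signals through the same beta chain as IL-3, gave a profile close to that of IL-3 at 0.2 ng/ml. Relative to day 0, 465 genes rose and 478 fell. ANGPT2 rose by 3.89, GNLY by 3.69, EVI2A by 3.30 and RBKS by 3.05. FOSB changed by -5.59, TCN1 by -4.32, the chemokine CCL5 by -3.48, the kinase SIK1 by -3.47 and HK3 by -3.36, all falls. STAT5 targets had 9 of 18 fallen (median -1.22, adjusted p = 5.64e-06, and 0.239 with an estimated correlation, which is 0.0316 in the fit without experiments 14 and 16), immediate early genes 9 of 20 (adjusted p = 5.64e-06, and 0.272 with an estimated correlation) and chemokines 6 of 14 (adjusted p = 0.0094, and 0.272 with an estimated correlation). Compared directly with IL-3 at 0.2 ng/ml, limma called 0 genes, with 133 at an unadjusted p under 0.05 and 231 without experiments 14 and 16. Across the 12299 genes, which are not independent replicates, the changes with IL-5 and with IL-3 at 0.2 ng/ml correlated at r = 0.977 with a covariance of 0.330. Sharing day 0 libraries alone gave r = 0.368 and a covariance of 0.0136 in simulated data, and with day 0 libraries divided between the sides r was 0.836. Over the 1007 genes changed at least 2-fold by IL-3 at 0.2 ng/ml, all 1007 moved the same way with IL-5, with a slope of 0.960. Of the IL-5 calls, 232 rose and 243 fell as in culture without IL-3, where 13.8 and 14.5 would be expected from the totals. None moved the opposite way, so r does not set an effect of IL-5 apart from that of culture.

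NGF, which acts through a receptor tyrosine kinase, also gave changes from day 0 close to those of the 0.2 ng/ml dose. Relative to day 0, 528 genes rose and 465 fell in 2 libraries. SPOCK1, a matrix proteoglycan, rose at least 9.33-fold and THBS1 at least 6.25-fold, with H2BC5 at 4.23 ± 0.68 and the chromatin factor PRDM8 at 3.02. SOCS2 fell by 5.07 ± 0.53, FOSB changed by -6.07 and MMD by -4.10, and the chemokine CCL3L3 fell at least 10.5-fold. Against IL-3 at 0.2 ng/ml, 2 genes were called by limma with 495 at an unadjusted p under 0.05: IL17RB was at least 7.43-fold lower with NGF (adjusted p = 0.0007) and SOCS2 differed by -3.52 ± 0.56 (adjusted p = 0.0033), both in 2 of 2 experiments. The fit without experiments 14 and 16 had 9 calls higher and 23 lower, among them SPOCK1 at 1.89, UPP1 at -2.41, the repressor BCL6 at -1.81 and SOCS1 at -1.67. STAT5 targets had 10 of 18 fallen relative to day 0, or 11 adjusted over the list alone (median -1.44, adjusted p = 1.7e-09, and 0.0737 with an estimated correlation, which is 0.0048 in the fit without experiments 14 and 16). Against IL-3 at 0.2 ng/ml 1 of 18 was lower, or 4 adjusted over the list alone (median -0.38, adjusted p = 0.00883, and 0.938 with an estimated correlation, which is 0.0273 in the fit without experiments 14 and 16). Across genes r with IL-3 at 0.2 ng/ml was 0.922 (covariance 0.340), against 0.311 (covariance 0.0170) in simulated data and 0.773 with divided day 0 libraries, and 1003 of the 1007 genes moved the same way. Of the NGF calls, 213 rose and 228 fell as in culture without IL-3, and none moved the opposite way. Without experiments 14 and 16 these were 309 and 353, so r does not set an effect of NGF apart from that of culture. The NGF calls against day 0 were 120 without experiment 18 and 94 without experiment 19, and those against IL-3 at 0.2 ng/ml 0 without experiment 18 and 1 without experiment 19 or 21.

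IL-33 was compared with day 0, which takes the effect of this alarmin together with that of culture without IL-3. THBS1 rose by 4.28 ± 0.67, AQP9 by 4.21 ± 0.62, CRLF2 by 3.75 ± 0.42, GNLY by 3.38 ± 0.64 and OLR1, the oxidised LDL receptor, by 3.37 ± 0.56 (n = 4). The falls were CCR2 at -3.81 ± 0.73, CEACAM1 at -3.13, the monocyte differentiation gene MMD at -2.96, ITGAM at -2.85, the chemokine receptor CCR1 at -2.76 and CISH at -2.66. GNLY also rose, and CEACAM1, CCR2 and CISH also fell, in culture without IL-3. AQP9, OLR1 and CRLF2 were also higher than at day 0 in the single 4 h control library. In all, 296 genes rose and 369 fell. Other rises included the flippase ATP10D at 2.80, the repressor TGIF1 at 2.72, BMP6 at 2.66 and the inhibin subunit INHA at 2.63. Without experiments 14 and 16, 564 rose and 685 fell, and 661 of the 665 calls were shared with the same direction. In that fit THBS1 rose at least 26.5-fold and SPOCK1 at least 21.5-fold. Calls were 1253 without experiment 14 alone and 403 without experiment 21.

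NF-kB targets had 6 of 25 risen with IL-33 (median 0.40, adjusted p = 0.00242, and 0.487 with an estimated correlation), including NFKB2 at 2.43, RELB at 2.36, NFKB1 at 1.74 and the superoxide dismutase SOD2 at 1.74. STAT5 targets had 11 of 18 fallen (median -1.18, adjusted p = 3.6e-08, and 0.107 with an estimated correlation), with SOCS2 at -2.47. Basophil identity had 1 of 20 risen and 7 fallen, or 8 adjusted over the list alone (median -0.81, adjusted p = 0.000119, and 0.107 with an estimated correlation), MS4A3 at -2.95 and GATA2 at -1.80. Glycolysis had 4 of 19 fallen, or 5 adjusted over the list alone (adjusted p = 4.2e-05, and 0.107 with an estimated correlation), HK3 at -3.40. Chemoattractant receptors and adhesion molecules had 3 of 25 risen, 4 adjusted over the list alone, and 8 fallen (adjusted p = 0.016, and 0.35 with an estimated correlation). All 5 measured genes of the study's IL-33 set rose (adjusted p = 1.42e-05, and 0.107 with an estimated correlation), which is not independent evidence. Adjusted p values with an estimated correlation in the fit without experiments 14 and 16 were 0.00328 for STAT5 targets, 0.0111 for glycolysis and 0.0152 each for basophil identity and the IL-33 set. Of the IL-33 calls, 166 rose and 215 fell as in culture without IL-3, where 8.81 and 11.2 would be expected from the totals, and 1 moved the opposite way, where 20.0 would be expected. Simulated data with no change gave 0 shared calls, which cannot show what the shared day 0 libraries add, since such data give few calls. With day 0 libraries divided between the comparisons 444 moved the same way and 1 the opposite way. In the fit without experiments 14 and 16 300 rose and 415 fell as in culture without IL-3, and 634 moved the same way with day 0 libraries divided.

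IL-33 and IL-3 at 10 ng/ml were compared directly to separate the response to each. With IL-33, GZMB differed by -7.05 ± 1.39, ALDH1A2 by -6.03, HBEGF by -5.56, CCL23 by -4.99, IL1A by -4.72, PRG2 by -4.51 and IL2RB by -4.46. CXCR4 was higher by 4.86, the pantetheinases VNN3P and VNN2 by 4.59 and 4.37, RGS1 by 4.09, LGALS12 by 3.65 and the dipeptidase DPEP2 by 3.42. In all, 1061 genes were called, 595 of them lower. Outside experiments 14 and 16, GZMB, CCL23 and IL2RB were below background with IL-33 and at least 182-fold, 55.1-fold and 27.7-fold lower. STAT5 targets were lower in 10 of 18 (median -1.57, adjusted p = 2.07e-10, and 0.118 with an estimated correlation), unfolded protein genes in 10 of 18 and heat shock genes in 8 of 16, these lists each with adjusted p = 2.61e-07, and 0.15 with an estimated correlation. The study's IL-33 set was higher in 5 of 5 (adjusted p = 0.00137, and 0.15 with an estimated correlation). Adjusted p values with an estimated correlation in the fit without experiments 14 and 16 were 0.000857 for STAT5 targets, 0.00143 for unfolded protein genes and 0.0346 for the IL-33 set.

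**Figure D4:**
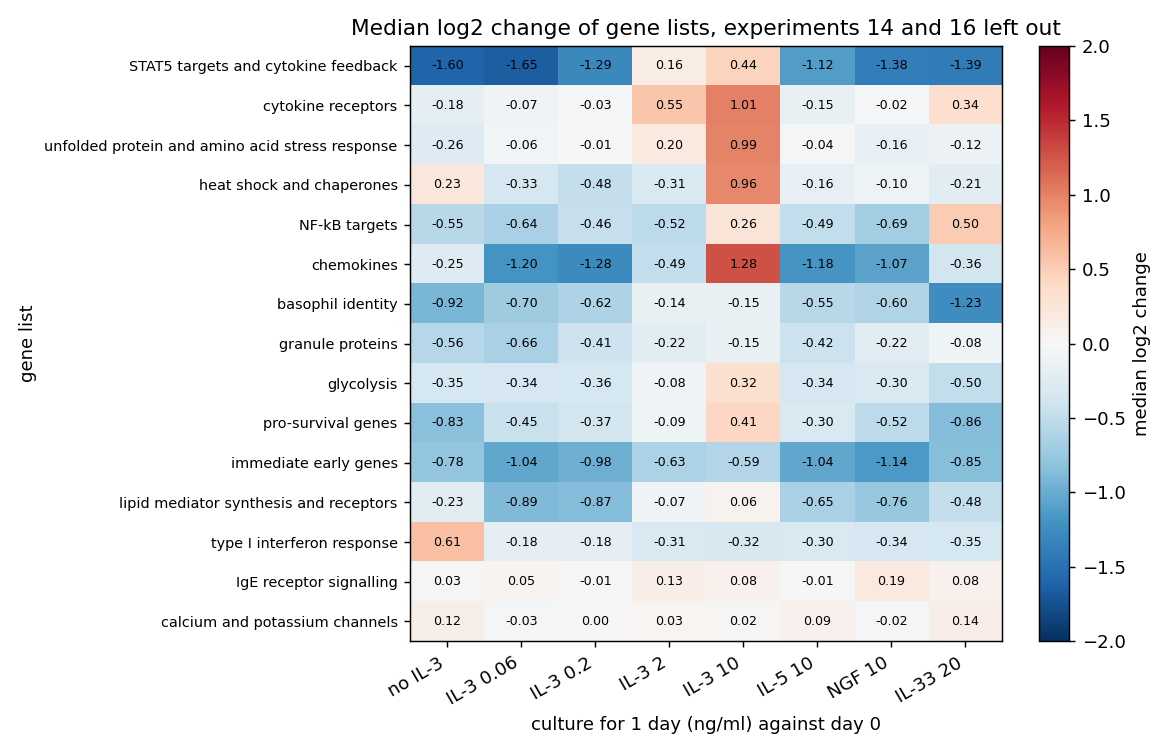
Median log2 change from day 0 of 15 gene lists fixed beforehand, by day 1 culture, without experiments 14 and 16. STAT5 targets had medians of -1.60 without IL-3, -1.39 with IL-33 and 0.44 with IL-3 at 10 ng/ml, and in all experiments the lipid mediator list without IL-3 changed sign, from -0.19 to 0.01, with median scaling.

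Each stimulus was also set against culture without IL-3, although no experiment holds both and all of these contrasts run through day 0 and rest on the same 2 libraries from experiments 3 and 4. IL-33 was higher in 14 genes and lower in 10. IL17RB was higher by 5.54 ± 0.65, the neuronal transport protein FEZ1 by 3.68, RELB by 2.66, the fatty acid receptor GPR84 by 2.45 and NFKB1 by 1.95. NF-kB targets were higher in 2 of 25, or 8 adjusted over the list alone (median 0.89, adjusted p = 3.13e-13, and 0.0519 with an estimated correlation). The study's IL-33 set (4 of 5 adjusted over the list alone), cytokine receptors (1 of 25, or 3) and pro-survival genes (0 of 11, or 1) each kept an adjusted p of 0.0415 with an estimated correlation, which for pro-survival genes is 0.277 in the fit without experiments 14 and 16. IL-5 gave 4 higher genes and 12 lower, with SOCS2 at 2.89 and the transcription factor ETS2 at 1.82. IL-3 at 0.2 ng/ml gave 5 and 13, with IL17RB at 3.64. Anti-IgE gave 5 and 14, with IL17RB at 6.52, and FMLP 8 and 16, with IL17RB at 3.87 and SOCS2 at 3.74. NGF gave 0 higher and 2 lower by limma, with 895 at an unadjusted p under 0.05: MIR574, a microRNA host locus that was lower in all of these contrasts, and the inhibitory receptor TIGIT, both below background in the NGF libraries. The interferon list had medians from -0.99 to -1.41 (adjusted p at most 5.8e-09, but from 0.273 to 0.957 with an estimated correlation). It had 1 of 22 genes called lower with IL-33 and 0 in the other contrasts by limma, or 1 to 12 adjusted over the list alone, and as all share the 2 libraries without IL-3 this is 1 observation. In the fit that leaves out experiments 14 and 16 the calls were 142 for IL-33, 78 for IL-5, 44 for NGF and 91 for IL-3 at 0.2 ng/ml. Leaving out 1 experiment also moved them: for IL-33 to 128 without experiment 14, 40 without 4 and 12 without 21. They ranged for IL-5 from 6 (without experiment 18, 19 or 21) to 33 (without 4), for NGF from 1 (without 18 or 19) to 15 (without 4) and for IL-3 at 0.2 ng/ml from 4 (without 20 or 21) to 23 (without 4). For anti-IgE they ranged from 11 (without 3) to 699 (without 14), and for FMLP from 11 (without 3) to 27 (without 17).

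Libraries labelled anti-IgE 15 h and FMLP 15 h were compared with day 0, which takes the late response to activation together with that to culture. Of these 4 libraries 3 belong to experiments 14 and 16. In libraries labelled anti-IgE, 595 genes were higher and 459 lower in the fit of all groups, with 4229 at an unadjusted p under 0.05, while the fit of these samples alone called 0 by limma. The 2 anti-IgE libraries disagree, with IL-3 score changes of -8.52 and 1.32. H2BC5 was higher by 4.64, RBKS by 3.67, the NADPH oxidase DUOX2 by 3.17, AQP9 by 3.16, IL17RB by 3.00 and THBS1 by 2.75. FOSB differed by -6.60, TCN1 by -4.11, MS4A3 by -3.81 and the inhibitory receptor KLRG1 by -3.29. Interferon genes were lower in 6 of 22 (adjusted p = 0.00138, and 0.468 with an estimated correlation), MX1 by a log2 change of -3.36. The study's anti-IgE 15 h set was higher in 9 of 13, or 10 adjusted over the list alone (adjusted p = 8.86e-06, and 0.468 with an estimated correlation), which is not independent evidence. Libraries labelled FMLP had 111 genes higher and 73 lower, H2BC5 by 3.12, MEGF9 by 2.68, and KLRG1, CCL5 and LAT by -2.50, -2.44 and -1.91. With the 1 FMLP library outside these experiments, assumed to vary like the others, 591 were higher and 515 lower. Without experiment 17, 3 genes were called, and without experiment 14, 16, 18, 19, 21 or 22 the counts were 1078, 303, 94, 94, 72 or 115. Without experiment 16, 1625 genes were called for anti-IgE. The direct comparison of both stimuli gave 0 calls by limma, with 1173 at an unadjusted p under 0.05, and 131 calls without experiment 14 and 109 without experiment 16.

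Day 2 in IL-3 at 10 ng/ml was compared with day 1 to follow the response over time, and 332 genes rose and 143 fell. The falls were led by IL1A at -4.72 ± 0.86, HBEGF at -3.96, CCL3 at -3.57, the NF-kB brake TNFAIP3 at -3.46, the chemokine CXCL8 at -3.45 and IL1B at -3.17. RHEX, an erythropoietin signalling regulator, rose by 4.04 ± 0.66, the cell cycle factor E2F2 by 3.64, the galectin CLC by 2.58 and the prostaglandin D2 receptor PTGDR2 by 2.53. Proliferation genes had 7 of 21 risen, or 9 adjusted over the list alone (median 0.98, adjusted p = 2.23e-10, and 0.202 with an estimated correlation), TOP2A by 1.90 and TYMS by 1.88. NF-kB targets had 6 of 25 fallen, or 12 adjusted over the list alone (median -1.04, adjusted p = 6.17e-09, and 0.202 with an estimated correlation), and chemokines 5 of 14, or 6 (adjusted p = 8.95e-05, and 0.202 with an estimated correlation). Unfolded protein genes had 4 of 18 fallen (adjusted p = 1.02e-07, and 0.202 with an estimated correlation, which is 0.000557 in the fit without experiments 14 and 16), with DDIT3 at -1.80. Only 2 experiments hold both days: 25 genes were called without experiment 21 and 152 without experiment 22, against 750 without experiments 14 and 16 and 757 without experiment 14 alone.

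Second stimuli were added at day 1 to cells grown in IL-3 at 10 ng/ml and compared with IL-3 alone at day 2. IL-33 after IL-3 gave 0 calls by limma relative to IL-3 alone (2 and 3 libraries), with 67 at an unadjusted p under 0.05. NF-kB targets had a median of 0.30 (adjusted p = 1.25e-05, and 0.79 with an estimated correlation) with 0 of 25 called. IL-2 after IL-3 lowered 2 genes, the vesicular monoamine transporter SLC18A2 by a log2 change of -1.45 ± 0.27 (adjusted p = 0.035) and the elongation factor TCEA1 by -1.24 ± 0.22, both in 2 of 2 experiments. Neither passed without experiment 21 or 22, with 0 calls in each case, and without experiments 14 and 16 there were 8 calls, all lower, among them the shared receptor chain CSF2RB at -1.15. The IL-33 effect with prior IL-3 was tested against that without it: the difference was -4.63 ± 0.88 for IL17RB, 2.21 ± 0.23 for MIR574 and 1.66 ± 0.29 for KLHDC8B. The study's IL-33 set had a median difference of -1.90 (adjusted p = 0.000177, and 0.13 with an estimated correlation, which is 0.00433 in the fit without experiments 14 and 16) and the interferon list 0.91 (adjusted p = 4.8e-07, and 0.502 with an estimated correlation). This test also rests on the no IL-3 libraries of experiments 3 and 4 and on different days, and 21 genes were called without experiments 14 and 16. Leaving out experiment 4, 14, 21 or 22 gave 5, 19, 1 or 1. In experiment 16, single libraries with IL-3 at 2 ng/ml, not tested, differed from IL-3 alone at least 2-fold in 857 genes higher and 616 lower with IL-33 and in 346 and 223 with anti-IgE. The library of IL-3 alone had an IL-3 score change of -4.19, near that of culture without IL-3, so these counts may reflect that library.

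In venipuncture donors, atopic and non-atopic basophils (n = 6 each) did not differ in any gene by limma, with 0 of 10929 called and 684 at an unadjusted p under 0.05. Proliferation genes had a median of 0.23 (adjusted p = 1.2e-06, and 0.403 with an estimated correlation), interferon genes -0.35 (adjusted p = 5.15e-06, and 0.441 with an estimated correlation), immediate early genes 0.17 (adjusted p = 4.35e-06, and 0.324 with an estimated correlation), STAT5 targets 0.11 (adjusted p = 0.000135, and 0.31 with an estimated correlation) and inhibitory and Fc receptors -0.12, with 1 of 19 lower adjusted over the list alone (adjusted p = 0.0016, and 0.31 with an estimated correlation). Erythroid markers, which basophils do not express, had a median of -1.97, with 3 of 4 lower when adjusted over the list alone (adjusted p = 4.39e-05, and 0.31 with an estimated correlation). The study's anti-IgE 2 h set had a median of 0.15, with 0 of 21 called (adjusted p = 0.00212, and 0.384 with an estimated correlation). Lysosome and autophagy genes had a median of -0.11 (adjusted p = 0.0404, and 0.384 with an estimated correlation). Basophil identity (19 measured) had a median of 0.02 and IgE receptor signalling -0.01. Releaser donors (n = 2), compared with non-releasers (n = 2) to look for transcripts that go with histamine release, had 12 genes higher and 2 lower. The releaser arrays had 10715 and 10335 genes above background, more than the non-releaser arrays with 9994 and 9629. Whether this signal bears on the surplus of higher genes was not tested. The estimate of the spread is shared with the atopic and non-atopic donors. The histone H4C3 was higher by 1.96 ± 0.21 (adjusted p = 0.00014), the small RNA SCARNA9 by 1.71 ± 0.18, the amyloid precursor APP by 1.45 and the kinetochore gene KNTC1 by 1.10. FAM32A was lower by a log2 change of -1.18 and the p38 kinase MAPK13 by -1.03. Proliferation genes had a median of 0.73, with 0 of 21 called and 4 adjusted over the list alone (adjusted p = 3.3e-19, and 0.242 with an estimated correlation). Unfolded protein genes had a median of -0.22, with 0 of 15 called by limma, where 1288 of all genes had an unadjusted p under 0.05, and 1 lower adjusted over the list alone (adjusted p = 0.00185, and 0.242 with an estimated correlation). With 1 donor left out the counts ranged from 2 to 14.

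The whole-array response, taken as the SD of log2 ratios, differed between cultures, many of them with 2 libraries. It was 0.879 ± 0.043 for IL-3 at 10 ng/ml against day 0 (n = 7), 0.781 ± 0.063 for IL-33 (n = 4), 0.688 for IL-3 at 2 ng/ml (n = 5), for IL-3 at 0.2 ng/ml (n = 4) and for IL-5 (n = 5), and 0.640 without IL-3 (n = 2). With 2 libraries each it was 0.753 for IL-3 at 0.06 ng/ml, 0.751 for NGF, 0.771 for anti-IgE 15 h and 0.754 for FMLP 15 h. For IL-5 against the 0.2 ng/ml dose of IL-3 in the same experiment it was 0.199, and it was 0.240 for IL-33 after IL-3 against IL-3 alone and 0.233 for IL-2 after IL-3. Atopic against non-atopic donors gave 0.352, and non-atopic donors among themselves 0.354.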

Values the study reported

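The paper's main text reports that culture with IL-3 raised the IL-2 receptor chains alpha, beta and gamma by 11, 36 and 2.3 fold. Its appendix text gives lower values for alpha and gamma. The paper also reports that 8000 to 11000 transcripts were positive in resting basophils.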

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

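Testing array signal and the batch of experiments 3 and 4 was planned before the data were examined. The signal test of experiments 14 and 16 was aimed at them only after their libraries were seen to depart from their labels. The batch test used calls from the fit without these experiments, and that fit was chosen after seeing the data. The tests of label classes and of the markers around GNLY were chosen after seeing the results.

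In 1 of 19 groups tested for outliers, where chance gives 1 in 20, a value stood apart: the IL-3 score change of 1 of 7 cultures with IL-3 at 10 ng/ml was -4.38, the next was 3.81 and the highest 5.13, a gap ratio of 0.861. The library belongs to experiment 14. In experiments 14 and 16, 8 libraries lay closer to another class of label than to their own, which may mean that labels were exchanged. Low array signal was excluded as the reason, since 0 of their libraries had fewer genes above background than the lowest other in vitro library. Which labels would be right cannot be told here, so the labels were kept.

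The effect of IL-33 with against without prior IL-3 differed in 3 genes (IL17RB, MIR574 and KLHDC8B), and this and the comparisons with no IL-3 draw on libraries that no experiment holds together. A batch effect of experiments 3 and 4 was tested on the 91 genes called between no IL-3 and the IL-3 dose of 0.2 ng/ml in the fit without experiments 14 and 16. If it made those calls, the IL-3 10 ng/ml effect should be shifted in the other experiments by about the median called change of 1.27. The median shift was -0.0909, which argues against a batch effect on the response to culture in general. The change without IL-3 was measured in experiments 3 and 4 alone, so a batch effect on that change cannot be tested. Array signal stays open: 3 of 6 libraries of experiments 3 and 4 lay outside the range of genes above background of the others. Their highest signals, from 21859.76 to 26001.85, lay below those of all other experiments, from 28321.28 to 56820.07.

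GNLY rose by 4.85 without IL-3 in the fit without experiments 14 and 16, and T or NK cells in the preparation could bring it. The other 9 T and NK cell markers had a median of 0.180, and the largest change among them was 0.877, in CD247. This argues against such cells for most of the rise at this probe. The size of the rise depends on the probe, as the other GNLY probes moved by a mean of 0.88 against 5.14 in all experiments. A lower share of basophils would raise markers of other cells. The lowest median among lists with 5 or more measured markers was -0.480, in monocyte markers, so these lists did not all rise.

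Probes without a gene name were not analysed further. Of 6255 such probes, 191 were called between IL-3 at 10 ng/ml and day 0, 92 higher and 99 lower, and 338 were called without experiments 14 and 16.

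Whether chance can be excluded was tested by splitting the paired libraries in every other way and counting calls. The splits without experiments 14 and 16 were chosen after seeing the results. For IL-3 at 10 ng/ml against day 0, 2 of 64 splits called as many genes as the real one, with 495 genes in the real split and 1477 in the highest other, so chance is excluded and the higher count points to a structure of the samples. Without experiments 14 and 16 it was 1 of 32, with 1595 real and 0 in the highest other. The pair left out was the only one whose IL-3 score moved the other way, so this second result cannot exclude chance. The other paired comparisons have too few distinct splits for a share under 0.05. They gave 1 of 16 (1083 real, highest other 1) for IL-3 at 2 ng/ml, 1 of 8 (1233 and 0) at 0.2 ng/ml, 1 of 16 (1202 and 0) for IL-5 and 8 of 8 (0 and 0 by limma, with 133 at an unadjusted p under 0.05 in the fit of all groups) for IL-5 against IL-3 at 0.2 ng/ml. For IL-33 against day 0 it was 2 of 8 (21 and 627, where the other split points to a structure of the samples), and for IL-33 against IL-3 at 10 ng/ml 1 of 8 (7 and 0). For day 2 against day 1 it was 12 of 24 (624 and 624). There the block takes up libraries without a partner, so the 12 repeat the real split and its mirror image and tell nothing about chance. Atopic and non-atopic donors are unpaired, so the 100 splits of the 12 libraries were the real one and others drawn at random. In fits of these libraries alone 5 of 100 called as many (1 real, highest other 1), and chance is not excluded. The fit of all donors called 0 genes here.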

How the results depend on the processing

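Of 275 genes followed through the alternatives, no direction reversed where the gene was called, and 338 values were weaker against 4788 that stayed. For 136 pairs of a named gene and a comparison with other probes on the array, some genes in several comparisons, 136 had the same direction in the mean of these. Direction is all this shows, as the other probes often moved less: EGR3 with IL-3 by 0.16 against 2.65, GNLY without IL-3 by 0.88 against 5.14 and UPP1 with NGF at -0.06 against -3.58. The cause of the moves below was not tested unless stated.

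Without experiments 14 and 16, 1589 genes were called for IL-3 at 10 ng/ml against day 0, 1249 for IL-33, 1106 for FMLP, 750 for day 2 against day 1, 32 for NGF against IL-3 at 0.2 ng/ml, 8 for IL-2 after IL-3 and 21 for the IL-33 effect with against without prior IL-3. Against no IL-3 there were 142 for IL-33, 78 for IL-5, 44 for NGF and 91 for the 0.2 ng/ml dose. The IL-3 score change was 4.46 and the overlap with and without IL-3 was 344 genes. The largest rises and falls named in vitro from all experiments made 371 pairs of a gene and a comparison. Of these, 208 were also named without experiments 14 and 16, a fit that holds no anti-IgE comparison. Of 236 list tests that passed at the preset correlation, 8 passed with an estimated correlation, and 87 did without experiments 14 and 16.

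Array weights, which lower the weight of discordant libraries, gave 1599 calls for IL-3 at 10 ng/ml, 1220 for IL-33, 1157 for FMLP, 2 for IL-5 against IL-3 at 0.2 ng/ml, 36 for NGF against it, 7 for IL-33 after IL-3, 13 for IL-2 after IL-3, 72 for the IL-33 effect with against without prior IL-3 and 47 for releasers. Against no IL-3 they gave 178 for IL-33, 79 for IL-5, 61 for NGF, 87 for IL-3 at 0.2 ng/ml, 5 for anti-IgE and 87 for FMLP.

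The experiment was taken as a block, so comparisons are paired where an experiment holds both groups. Without the block, calls were 1759 for no IL-3 against day 0 (991 higher and 768 lower), 2028 for IL-3 at 10 ng/ml against no IL-3, 332 for anti-IgE and 0 for IL-2 after IL-3 by limma. Against no IL-3 they were 842 for IL-33, 614 for IL-5, 238 for NGF, 718 for IL-3 at 0.2 ng/ml, 281 for anti-IgE and 348 for FMLP. With a block for the replicate number, releasers had 51 calls (47 higher and 4 lower).

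In fits of only the samples compared, which have few residual degrees of freedom, calls were 495 for IL-3 at 10 ng/ml, 1661 at 0.06 ng/ml, 1691 for NGF, 32 for NGF against IL-3 at 0.2 ng/ml, 21 for IL-33, 7 for IL-33 against IL-3 at 10 ng/ml and 14 for IL-33 after IL-3. They were 0 for anti-IgE, for FMLP and for IL-2 after IL-3 by limma, 1 for atopic donors and 85 for releasers.

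With no 2-fold minimum there were 5075 calls for IL-3 at 10 ng/ml, 4150 at 2, 3870 at 0.2 and 2465 at 0.06 ng/ml, 1566 for no IL-3, 2754 for IL-3 at 10 ng/ml against no IL-3, 3413 for 10 against 2 ng/ml, 4298 for IL-5, 2355 for NGF and 2757 for IL-33. There were 3571 for IL-33 against IL-3 at 10 ng/ml, 2500 for anti-IgE, 420 for FMLP, 1075 for day 2 against day 1, 25 for IL-5 against no IL-3 and 55 for releasers. By construction this adds smaller changes.

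With median scaling there were 0 calls for IL-2 after IL-3, 4 for NGF and 6 for FMLP against no IL-3 and 100 for releasers. The score at 0.06 ng/ml was -4.16, and the spread of log2 ratios was 0.690 there and 0.730 for NGF. The share of calls that were higher moved from 49.5% to 69.4% for no IL-3, 49.8% to 31.2% for IL-3 at 10 ng/ml against no IL-3, 53.8% to 64.0% at 2 ng/ml, 52.4% to 64.3% at 0.06 ng/ml, 40.2% to 29.6% for 10 against 2 ng/ml and 49.3% to 65.0% for IL-5. It moved from 56.5% to 68.0% for anti-IgE, 69.9% to 85.5% for day 2, 85.7% to 100% for releasers, and against no IL-3 from 58.3% to 37.5% for IL-33, 27.8% to 7.69% for the 0.2 ng/ml dose, while FMLP had 8 of 24 higher before and 3 of 6 after. The median of all genes shifted by 0.14 for no IL-3, -0.21 for IL-3 at 10 ng/ml against no IL-3, -0.12 at 0.2 ng/ml, -0.10 for NGF, 0.22 for the IL-33 effect with against without prior IL-3 and 0.14 for releasers. Against no IL-3 the shifts were -0.16 for IL-33, -0.13 for IL-5, -0.21 for NGF, -0.22 for IL-3 at 0.2 ng/ml, -0.17 for anti-IgE and -0.11 for FMLP. Of the 236 list tests that passed, 2 turned direction: lipid mediator genes without IL-3 (-0.19 to 0.01) and lysosome genes in atopic donors (-0.11 to 0.01).

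With no background correction, which compresses ratios, calls were 120 for FMLP, 5 for the IL-33 effect with against without prior IL-3, and against no IL-3 10 for IL-5, 6 for NGF, 15 for FMLP and 9 for the 0.2 ng/ml dose. The overlap with and without IL-3 was 96 genes. Scores were -3.30 at 0.2 and -3.99 at 0.06 ng/ml, -3.21 for IL-5 and -3.57 for NGF. Spreads were 0.775 for IL-3 at 10, 0.600 at 2, 0.598 at 0.2 and 0.651 at 0.06 ng/ml, 0.561 without IL-3, 0.600 for IL-5, 0.652 for NGF and 0.690 for IL-33. With no filter on dim probes IL-5 against no IL-3 had 8 calls, and with the substitute for the study's detection limit 10.

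Leaving out 1 experiment at a time gave 226 to 1001 calls for no IL-3, 621 to 1618 for IL-3 at 10 ng/ml against it, 117 to 1326 at 0.06 ng/ml, 582 to 1205 for 10 against 2 ng/ml, 94 to 1254 for NGF, 0 to 2 for NGF against IL-3 at 0.2 ng/ml, 403 to 1253 for IL-33, 845 to 1625 for anti-IgE, 3 to 1078 for FMLP, 0 to 131 for anti-IgE against FMLP, 25 to 757 for day 2 against day 1, 0 to 2 for IL-2 after IL-3 and 1 to 19 for the IL-33 effect with against without prior IL-3. Against no IL-3 it gave 12 to 128 for IL-33, 6 to 33 for IL-5, 1 to 15 for NGF, 4 to 23 for IL-3 at 0.2 ng/ml, 11 to 699 for anti-IgE and 11 to 27 for FMLP. The score change for IL-3 at 10 ng/ml was 2.88 to 4.46 and the overlap 19 to 343 genes. Leaving out a donor gave 2 to 14 for releasers. Groups of 2 libraries and the signal over background, with 6869 to 10715 genes above it per array, limit the smaller comparisons.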

Other observations

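The early response was seen in conditions with 1 library each, described here without a test. After 4 h, IL-3 at 10 ng/ml against the 4 h control had GZMB, below background in the control, at least 107-fold higher, IL1A higher by 5.82, CEACAM1 by 5.71, HBEGF by 5.66 and CISH by 4.80, with RGS1 at -5.88 and CXCR4 at -4.09, and 709 genes were at least 2-fold higher and 813 lower. STAT5 targets had a median of 1.58, at percentile 100 of random lists, pro-survival genes 1.16 (percentile 99.995), chemokines 1.11 (percentile 100) and unfolded protein genes 0.60 (percentile 99.99). IL-33 at 4 h had 227 genes higher and 81 lower: TNFAIP6, a hyaluronan binding protein, by 4.50, the cytokine IL6 by 4.17, IL1A by 3.52, CCL3 by 3.24, AQP9 by 3.11, IL2RA by 3.08 and IL13 by 2.90. NF-kB targets had a median of 1.41 and chemokines 1.01 (percentile 100 each). The 4 h control against day 0 had AQP9 higher by 3.98, and OLR1 and CRLF2, below background at day 0, at least 12.5-fold and 9.36-fold higher, with CISH at -4.61, CCL3 at -4.57, CEACAM1 at -4.28 and STAT5 targets at a median of -1.59 (percentile 0).

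In experiment 14, the library labelled 2 h anti-IgE had ANGPT2 higher by 4.72 than the 2 h control, with FOSB at -5.58, IL1A at -4.05 and IL4 at -2.37, and IL13, below background in it, was at least 8.67-fold lower. NF-kB targets had a median of -1.81 (percentile 0), the study's 2 h set -1.50 (percentile 0) and its 15 h set 1.69 (percentile 100). The library labelled 2 h FMLP had ANGPT2 higher by 4.47 and GNLY by 3.48, with FOSB at -5.45, IL1B at -4.52 and NF-kB targets at a median of -2.22. In 8 libraries of experiments 14 and 16 the profile lay closer to another class of label, so these values may not describe the conditions named.

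In experiment 16, at day 2, the library labelled anti-IgE after IL-3 at 2 ng/ml differed from IL-3 alone in 346 genes higher and 223 lower, LGALS1, a galectin, by 3.95, CCR2 by 3.80, IL17RB by 3.48 and LAT by 2.62. The library labelled IL-33 after IL-3 at 2 ng/ml had 857 higher and 616 lower, LGALS1 by 5.75, CEACAM1 by 5.61 and GZMB at least 8.01-fold, with CXCR4 at -3.86. Both were compared with the same single library of IL-3 alone at day 2. Its IL-3 score change was -4.19, near the -4.38 of culture without IL-3. What IL-33 or anti-IgE added thus cannot be told apart from a departure of that library. In experiment 17, IL-5 at 30 against 10 ng/ml had 16 genes higher and 5 lower, with CEACAM1 at 2.15, CISH at 1.38 and STAT5 targets at a median of 0.22 (percentile 99.96).

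Here IL2RA rose by 2.77 and IL2RB by 4.15 on the log2 scale with IL-3 at 10 ng/ml. Both are lower than the main-text values quoted from the study above, while IL2RG, at 1.14, is close to its main-text value. IL2RA is above the value for alpha in the paper's appendix. The libraries behind the paper's values are not named, so the groups compared need not be the same. The paper mostly did not subtract background, which it says blunts ratios, while background was corrected here. In the fit without experiments 14 and 16 IL2RA was 3.58, slightly above its main-text value, and IL2RB at least 34.8-fold higher, a bound just under its own. Both gaps to the main-text values thus depend on the libraries of experiments 14 and 16. Genes above background at day 0 numbered 7109 to 9426 per array, a different measure from positive transcripts.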
